A study of Mus musculus with 8 samples. Its data were reported in "Systematic evaluation of RNA-Seq preparation protocol performance" (2019).

How the data were processed

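Counts were analysed for 8 libraries of mouse ES cells prepared with the SMARTer Ultra Low kit. They form 4 groups of 2 that combine KO or WT for *Zbtb24* with an input of 100 or 1000 cells. Groups and replicate numbers were taken from the labels, which read control or experiment and do not name a genotype. Control was read as WT and experiment as KO, because the article describes WT clones as control and KO clones as experimental samples. The series record describes the replicates as clones of each genotype, and the article describes more clones per genotype than there are libraries in a group. Neither states which clone gave which library. The n of 2, the spread between replicates and the chromosome medians therefore describe the labelled libraries and not all clones of the study. The deposited table gives raw fragment counts per gene under versioned Ensembl identifiers. To make it, the authors removed reads that matched ribosomal RNA with Bowtie2, mapped the remaining reads to mm10 with TopHat and counted fragments over GENCODE M4 genes with htseq-count in union mode. Counting ignored the strand, and fragments that matched several genes or several positions were discarded. Genes that share sequence or overlap a gene on the opposite strand therefore lose counts or receive counts of their neighbour. Removal of PCR duplicates was not stated, and the table held whole numbers with a different total per library, as raw counts do. No further column was left unused.

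Gene positions, classes, GC content and lengths were taken from GENCODE M21 on GRCm38, a later release than M4 on the same assembly. Identifiers were matched without their version number, and 42425 of 43309 (97.96%) were found. GC content and length were known for 99.3% of tested genes. Exon overlaps and shared windows of 50 bp were computed for each named gene against all other annotated transcripts.

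Genes with at least 10 counts in at least 1 of the 8 libraries were tested (16816 genes). Each comparison was fitted with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 after trimmed mean of M values (TMM) normalization, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. KO against WT was fitted on the 4 libraries of each input. The 100 to 1000 cell ratio was fitted over all 8 libraries with genotype as a covariate and on the 4 libraries of each genotype. The interaction of genotype and input was fitted over all 8 libraries. With 2 replicates per group, the tests rest on variance shared across genes, and a rank or permutation test of 2 against 2 libraries of a single gene would have no power. Levels are counts scaled to the TMM-adjusted library size (cpm), given as mean and SD over 2 replicates. Correlations, principal components, the levels and ranks of marker genes and the minimum mean for chromosome medians used cpm of the total count of the genes analysed, without TMM. Tests are two-sided.

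Correlations and principal components used log2(cpm + 1) of tested genes, each gene scaled to unit variance for the components. Log2 ratios for chromosome medians and replicate contrasts used a pseudocount of 0.5. Detection was counted after random thinning to the smallest total, as the mean of 3 draws with a fixed seed. Chromosome medians used genes with a mean of at least 10 cpm, and bins of 10 Mb held at least 5 genes. Intervals and floors cover counting error only, since PCR copies without molecular identifiers are not independent molecules, and a gene at or below 3 counts in every library of a group was treated as at the floor.

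Genes named in the text were chosen by a rule. They were *Zbtb24*, the members of 5 preset lists, and, for KO against WT, the 5 genes with the largest mean log2 ratio in each direction among those past the threshold at both inputs with the same sign, a mean of at least 10 cpm and no overlap between KO and WT libraries. For input, they were the 3 largest in each direction among genes past the threshold in both genotypes with the same sign and a mean of at least 10 cpm. For the interaction, they were the 3 largest in each direction past the threshold with a mean of at least 10 cpm, of which 1 gene is not named. The tests, these rules, the preset lists and most alternatives were fixed before the data were examined. Any other gene named was chosen after its values were seen.

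Alternatives changed 1 choice at a time. They were DESeq2 size factors or library size alone for scaling, DESeq2 1.42.0, limma-voom 3.58.1 or the edgeR exact test, no filter beyond 1 count or at least 10 counts in every library, thinning to the smallest total, a log2 ratio above 1 in size, genes longer than 200 bp, 1 fit of all 8 libraries, replicate number as a block, and each replicate left out in turn. Offsets that remove each library's trend with GC content and length, a block with crossed replicate numbers, and the comparison of GC content and length within KO libraries, or within WT libraries at an adjusted p of at most 0.05, were added after the data had been seen. Leaving out a replicate in a comparison of 2 against 2 libraries leaves 1 library in an arm, so no calls were made there, and the number of called genes that kept their sign was counted instead.

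Lists of marker genes for neurons, oligodendrocytes, astrocytes, brain regions, neural progenitors, liver, heart and muscle, testis, kidney, lung, pancreas, blood and immune cells, fibroblasts, naive pluripotency and primed pluripotency were written from general knowledge. The brain lists were written after brain transcripts had been seen among the largest changes. The procedure was tested on simulated counts for 16816 genes with 200 changed genes and a coefficient of variation of 5%, where the edgeR tests recovered 100% of changed genes and at most 4.8% of calls were false. This spread was the same in every group and is narrower than that between the WT libraries of 100 cells. Changes were implanted only in genes with a mean of at least 10 cpm, with log2 ratios of at least 1 in size. Recovery of smaller changes or of lower genes, and false calls under unequal spread, were therefore not tested. A simulated chromosome shift of 0.5 was recovered as 0.48, and a pure GC trend gave 7467 calls without offsets and 5 with them. Python 3.11.15 was used for the annotation and the figures. Reads, exon-level counts and libraries of other protocols were not analysed here.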

Results

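RNA was profiled in mouse embryonic stem (ES) cells, the pluripotent cells cultured from the early embryo, with the SMARTer Ultra Low kit. The kit copies polyadenylated RNA from a small number of cells into cDNA and amplifies it by PCR before sequencing. The labels divide 8 libraries into 4 groups of 2, which combine a genotype (*Zbtb24* knockout, KO, or wild type, WT) with an input of 100 or 1000 cells. *Zbtb24* encodes a zinc finger protein. Libraries of 1000 cells (about 10 ng of RNA) received 10 cycles of PCR, and libraries of 100 cells (about 1 ng of RNA) received 18 cycles. Cell number and PCR cycle number therefore changed together in every comparison of inputs. The genotype of each library was read from its label, with experiment taken as KO and control as WT. Libraries read in this way are called labelled KO and labelled WT. All directions of change are given for the libraries labelled KO relative to the libraries labelled WT. The labels do not name the clone behind a library, so every spread and n refers to labelled replicates.

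The table held raw fragment counts for 43309 genes. The total counts of replicates 1 and 2 were 16686525 and 11752860 for WT at 1000 cells, 13040055 and 14907462 for KO at 1000 cells, 9666985 and 13602460 for WT at 100 cells, and 13757148 and 13621455 for KO at 100 cells. The largest total was 1.73 times the smallest. No counts were recorded for 15143 genes in any library, and 16816 genes with at least 10 counts in at least 1 library were tested. The table listed 0 mitochondrial genes, so the share of mitochondrial counts could not be computed. The 100 highest genes took 23.0% ± 0.0339 of counts (SD, n = 2) in WT at 1000 cells, 25% ± 0.378 in KO at 1000 cells, 23.6% ± 0.747 in WT at 100 cells and 24.7% ± 0.123 in KO at 100 cells.

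The targeted gene was examined first in every library, to test whether the genotype labels could be read from the counts. *Zbtb24* (ENSMUSG00000019826.10; GRCm38/mm10 chromosome 10, 41450383 to 41465574, plus strand, protein-coding) had 244 and 201 counts in WT at 1000 cells, 526 and 545 in KO at 1000 cells, 197 and 269 in WT at 100 cells, and 532 and 494 in KO at 100 cells. The normalised level was 15.3 ± 1.64 cpm (counts scaled to library size; SD, n = 2) in WT and 39.3 ± 2.22 cpm in KO at 1000 cells. At 100 cells it was 19.9 ± 0.577 cpm in WT and 38.5 ± 1.67 cpm in KO. The count was therefore higher in all 4 libraries labelled KO than in all 4 labelled WT. The log2 ratio was 1.37 at 1000 cells (edgeR quasi-likelihood test with Benjamini-Hochberg correction, adjusted p = 4.33e-11) and 0.91 at 100 cells (adjusted p = 0.00111). The 2 ratios did not differ past the threshold (interaction log2 ratio −0.42, adjusted p = 0.109). Thinning all libraries to the smallest total moved the value at 1000 cells most, to 1.26. A count per gene covers all exons together and does not show whether a segment of the transcript was missing.

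Libraries were compared pairwise to ask how closely the low-input profiles resembled each other within and between groups. Spearman's coefficients across genes ranged from 0.941 to 0.994 over the 28 pairs of libraries. Replicates of the same group gave 0.982 to 0.994. Libraries of different inputs gave 0.981 to 0.986 for WT and 0.957 to 0.962 for KO. KO against WT gave 0.971 to 0.974 at 1000 cells and 0.941 to 0.951 at 100 cells. Genes are not independent replicates, so these coefficients are descriptive. Keeping every gene with 1 count in any library moved the range most, to between 0.909 and 0.970. The first principal component held 40.5% of the variance and the second 24.4%. All 4 WT libraries scored between −81.2 and −45.7 on the first component, the KO libraries of 1000 cells 20.9 and 23.7, and the KO libraries of 100 cells 115.2 and 116.6. Centring genes without scaling moved the share of the first component most, to 55.1%.

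**Figure D1:**
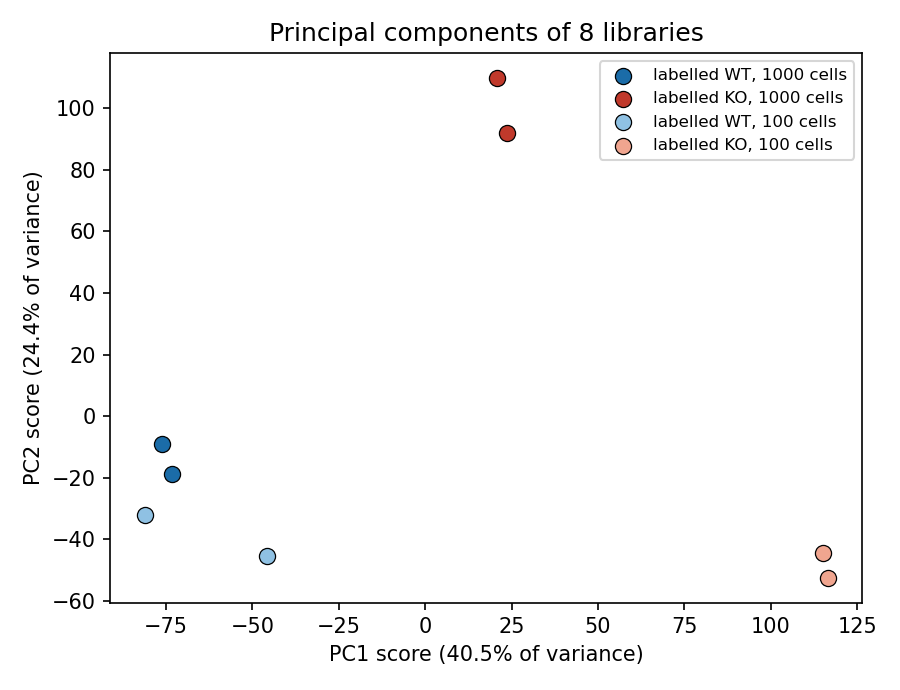
Scores of the 8 libraries on the first 2 principal components of log2(cpm + 1), with 1 point per library and a colour for each label and input. WT libraries of both inputs lie on the left, and KO libraries of 1000 and of 100 cells lie at different positions on both axes.

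The spread between replicates was measured from the excess over counting noise. The mean chi-square per degree of freedom between replicates was 3.13 for WT at 1000 cells, 3.28 for KO at 1000 cells, 17.6 for WT at 100 cells and 1.99 for KO at 100 cells. The coefficients of variation beyond counting noise were 5.34%, 5.18%, 16.3% and 3.27% in the same order. The group with the widest spread was thus WT at 100 cells, whose replicate 1 also had the smallest total.

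Detection was compared at a common depth to ask whether fewer cells recovered fewer genes. After thinning to 9666985 counts, genes with more than 10 counts numbered 13381 ± 80 in WT and 13144 ± 69 in KO at 1000 cells (SD, n = 2), and 13201 ± 120 in WT and 13572 ± 31 in KO at 100 cells. The libraries of 100 cells thus recovered 98.7% of the number at 1000 cells in WT and 103% in KO. Counting every gene with at least 1 count moved these values most, to 94.6% and 98.4%. Coding genes numbered 12024 ± 36 and 11886 ± 73 at 1000 cells and 11982 ± 72 and 12413 ± 17 at 100 cells in WT and KO. Long non-coding RNAs (lncRNAs) numbered 743 ± 24 and 688 ± 8 at 1000 cells and 638 ± 46 and 616 ± 18 at 100 cells.

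Differential expression between KO and WT was tested separately at each input, to ask which genes respond to the genotype at that input. At 1000 cells, 6979 differentially expressed genes (DEGs) were called by the edgeR quasi-likelihood test at a Benjamini-Hochberg adjusted p of at most 0.05, of which 3514 were higher and 3465 lower in the libraries labelled KO. At 100 cells, 5756 DEGs were called, 2957 higher and 2799 lower. Both KO libraries of 100 cells also held brain transcripts, which are described below. Calls and ratios at 100 cells may therefore reflect such RNA as well as the genotype. The median size of the log2 ratio among DEGs was 0.59 at 1000 cells and 0.94 at 100 cells. Requiring a log2 ratio above 1 in size moved the counts most, to 1634 and 2696. DESeq2 called 4760 and 4162 genes, and 1 fit of all 8 libraries called 5193 at 1000 cells and 7333 at 100 cells, which reversed the order of the inputs. Scaling by library size alone called 7066 genes at 1000 cells but changed their balance, to 2776 higher and 4290 lower.

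The DEG lists of both inputs were then compared to ask how far they recover the same genes. The lists shared 3056 genes, which is 43.8% of the list at 1000 cells and 53.1% of the list at 100 cells, where 2389 shared genes would arise by chance among those tested. Of the shared genes, 2818 (92.2%) had the same sign and 238 had opposite signs. Across the 9679 genes called at either input, Spearman's coefficient of the log2 ratios between inputs was 0.513. The same coefficient for ratios between replicates of 1 group, which carry no genotype difference, was −0.071 for WT and −0.041 for KO. Restricting the genes to those called at both inputs moved the coefficient most, to 0.829, and it was 0.408 across all tested genes. The share of genes called at only 1 input that had the same sign at the other was 66.7% for those called at 1000 cells and 61.6% for those called at 100 cells.

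**Figure D2:**
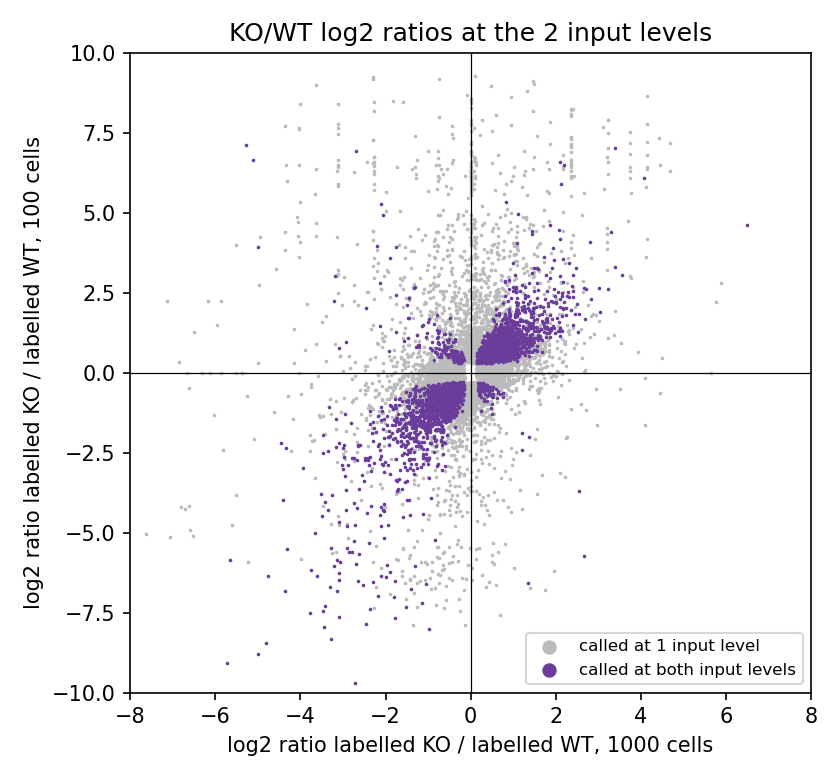
Log2 ratio of labelled KO over labelled WT at 1000 cells (horizontal axis) and at 100 cells (vertical axis), with 1 point per gene called at 1 input (grey) or at both inputs (purple); 8 called genes lie outside the axes. Most purple points lie in the quadrants where both ratios have the same sign (92.2% of shared genes).

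Among 2011 genes past the threshold at both inputs with the same sign and with all KO libraries on 1 side of all WT libraries, those with the largest mean ratios were named by a preset rule. *Rhox5* (chromosome X, 37804842 to 37808876) was lower in KO, with log2 ratios of −2.71 at 1000 cells (edgeR quasi-likelihood with Benjamini-Hochberg correction, adjusted p = 2.69e-20) and −4.75 at 100 cells (adjusted p = 3.67e-07). Its levels were 182.1 ± 6.99 cpm in WT and 27.9 ± 3.78 cpm in KO at 1000 cells (SD, n = 2), and 192.4 ± 19.2 cpm in WT and 7.36 ± 0.49 cpm in KO at 100 cells. *Klhl13* (chromosome X, 23219271 to 23365082) had log2 ratios of −2.55 and −3.20, but another annotated gene overlaps its exons. *Zp3* (chromosome 5, 135980099 to 135988624) had −2.50 and −3.37, *Nxf3* (chromosome X, 136072099 to 136085255) −1.74 and −3.70, and the lncRNA *Gm26818* (chromosome X, 29150251 to 29151825) −2.93 and −3.68 at 1000 and 100 cells. Of the genes that were higher in KO, *A2m* (chromosome 6, 121635376 to 121679227) had log2 ratios of 2.84 (adjusted p = 8.99e-21) and 2.31 (adjusted p = 5.2e-06). Its levels were 20.6 ± 0.804 cpm in WT and 148.3 ± 6.7 cpm in KO at 1000 cells. *Snap25* (chromosome 2, 136713453 to 136782428), a neuronal gene, had log2 ratios of 0.82 and 5.34, and its call at 1000 cells was lost under 3 alternatives, where the adjusted p over all its alternatives ranged from 0.0121 to 0.201 (DESeq2). *Gm10800*, *Gm10801* and *Gm26870* had log2 ratios of 1.45, 1.12 and 1.45 at 1000 cells and 4.34, 4.97 and 4.43 at 100 cells. These 3 genes share 27.4%, 17.1% and 67.0% of their 50 bp windows with other genes, so their counts cannot be assigned to them with certainty.

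Gene lists fixed in advance were read from the same tests, to ask whether genes linked to ZBTB24, pluripotency, the Y chromosome, the germline or stress differed between labels. Of 7 genes linked to ZBTB24 (*Cdca7*, *Ostc*, *Cdc40*, *Rnf169*, *Camkmt*, *Axin2* and *Taf6*), 6 were called lower in the libraries labelled KO over all genes tested at 1000 cells and 6 when adjusted over the list alone. At 100 cells, 6 were called over all genes tested and 7 adjusted over the list alone. The median log2 ratio was −1.27 at 1000 cells and −1.46 at 100 cells. *Cdca7* had log2 ratios of −1.74 (edgeR quasi-likelihood with Benjamini-Hochberg correction, adjusted p = 2.12e-17) and −1.46 (adjusted p = 4.42e-05). *Rnf169* was not called at either input (0.04, adjusted p = 0.816, and −0.49, adjusted p = 0.065), and its sign at 1000 cells changed with the scaling. At 100 cells it was called lower under 5 alternatives, and its adjusted p over all alternatives (edgeR, DESeq2 and limma-voom) ranged from 0.0273 to 0.175. Exons of *Taf6* and *Axin2* overlap a gene on the opposite strand, so their counts are uncertain in an unstranded library. Of 8 pluripotency genes, 8 were called at 1000 cells and 6 at 100 cells, both over all genes tested and adjusted over the list alone. *Nanog* (1.13 and 0.58), *Klf4* (1.59 and 1.11) and *Sox2* (0.51 and 0.71) were higher at both inputs. *Zfp42* (−0.26 and −0.36) and *Dppa3* (−1.18 and −1.48) were lower, with 16.5% of *Dppa3* windows shared with other genes. *Pou5f1* was lower at 1000 cells (−0.41) and higher at 100 cells (0.46), and an antisense gene overlaps its exons. Without a filter beyond 1 count, the calls of *Zfp42* and *Pou5f1* at 100 cells were lost (edgeR quasi-likelihood with Benjamini-Hochberg correction, adjusted p = 0.0661 and 0.0899).

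Of 4 Y-linked genes, 4 were called lower at 1000 cells and 3 at 100 cells over all genes tested, and the counts adjusted over the list alone were the same. The log2 ratios of *Ddx3y*, *Eif2s3y* and *Uty* were −2.11, −2.06 and −1.68 at 1000 cells and −2.60, −1.74 and −1.61 at 100 cells. *Kdm5d* had −2.24 at 1000 cells and 0.49 at 100 cells, from 7 to 59 counts per library. Of 8 germline genes, 6 were called at 1000 cells and 5 at 100 cells, over all genes tested as well as adjusted over the list alone. At 1000 cells 3 of those called were higher and 3 lower, and at 100 cells 2 were higher and 3 lower. Of 8 stress and immediate early genes, 5 were called at 1000 cells (4 higher, 1 lower) and 2 at 100 cells (both higher), again with equal counts adjusted over the list alone. *Atf3* (2.41 and 2.36) and *Ddit3* (1.90 and 2.26) were called at both inputs, and genes on the opposite strand overlap the exons of *Ddit3*. *Hspa1a* and *Hspa1b* share 66.3% and 62.3% of their windows with other genes and were not called.

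The ratio of 100 over 1000 cells was tested to ask how input changed the profile. Over both genotypes, 1761 DEGs were called by the edgeR quasi-likelihood test with Benjamini-Hochberg correction, 1117 higher and 644 lower at 100 cells. This count changed with the libraries used, since it was 3706 without replicate 1 of WT at 100 cells, 1135 without replicate 2 of WT at 1000 cells, and between 349 and 414 when any 1 of the 4 KO libraries was left out. Blocking on replicate number moved the count most, to 52, although the replicate 1 to 2 ratios of the same genotype did not correlate across genes between inputs (−0.12 in WT and −0.04 in KO). Within WT alone, 139 DEGs were called, 25 higher and 114 lower, with 2054 genes at an unadjusted p below 0.05. Within KO alone, 8753 DEGs were called, 4588 higher and 4165 lower. Of the genes called in WT, 93 were also called in KO and 83 of these had the same sign, where 72 shared genes would arise by chance. The standard deviation of the 100 to 1000 log2 ratio beyond the spread of replicates was 0.171 in WT and 0.436 in KO across 8366 genes.

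Named by the preset rule, *Psap* (chromosome 10, 60277627 to 60302597) was higher at 100 cells, with a log2 ratio of 0.88 in WT (edgeR quasi-likelihood with Benjamini-Hochberg correction, adjusted p = 0.0374) and 2.02 in KO (adjusted p = 5.5e-18). *Sf3a2* (chromosome 10, 80798198 to 80804924) had 1.5 in WT and 2.02 in KO, with *Plekhj1* overlapping its exons on the opposite strand. The gene ENSMUSG00000052429.13, whose symbol and position the files do not give, had 1.24 in WT and 1.88 in KO. *B830012L14Rik* (chromosome 12, 109695586 to 109702587) was lower at 100 cells, with −0.90 in WT and −1.5 in KO. *Gm37899* (chromosome 12, 109668869 to 109677585) had −1.28 and −1.27, and another gene overlaps its exons. *Gm17167* (chromosome 4, 42206998 to 42235313) had −0.86 and −0.87, with 67.1% of its windows shared with other genes. Within WT, the calls of all these genes except *Sf3a2* were lost under at least 1 alternative, such as thinning to the smallest total.

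An interaction term tested whether the KO/WT ratio differed between inputs. It was past the threshold for 2745 genes (edgeR quasi-likelihood test with Benjamini-Hochberg correction), with a ratio more positive at 100 cells for 1560 and more negative for 1185. The largest named interaction was that of *Mbp* (chromosome 18, 82475146 to 82585637), with a log2 value of 5.59 (adjusted p = 2.46e-06). Its level was 104.2 ± 2.04 cpm in KO at 100 cells (SD, n = 2) and 1.40 ± 0.339 cpm in WT at 1000 cells, 2.22 ± 0.595 cpm in KO at 1000 cells and 1.34 ± 0.195 cpm in WT at 100 cells. *Snap25* had an interaction of 4.56. In the negative direction, *Rhox5* had −2.00, *Nxf3* −1.92 and *Cnpy4* (chromosome 5, 138187485 to 138193918) −1.72.

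GC content and length were compared between genes higher at 100 and at 1000 cells, to ask whether input favoured genes with certain properties. At an adjusted p below 0.01 and a log2 ratio above 1 in size, 60 genes were higher at 100 cells and 13 at 1000 cells. Their median GC content was 52.3% and 40.2%, against 49.4% for all tested genes. Median transcript length was 4074 and 3869 bp, a ratio of 1.05, against 3076 bp for all tested genes. Taking every gene with an adjusted p of at most 0.05 moved the GC difference from 12 to 11.5 points and reversed the length ratio, to 0.688. Within the KO libraries, a comparison chosen after the data had been seen, 1573 genes were higher at 100 cells and 626 at 1000 cells, and the GC difference was smaller, at 6.7 points, with a length ratio of 1.31. Across 8342 genes, Spearman's coefficient of the 100 to 1000 log2 ratio with GC content was 0.53 over both genotypes, 0.37 in WT and 0.47 in KO, and with length it was −0.23, −0.29 and −0.11. For the KO/WT ratio the coefficient with GC content was −0.25 at 1000 cells and 0.01 at 100 cells.

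Median KO/WT log2 ratios per chromosome were compared with those between replicates, since clones of ES cells can differ in chromosome number. Chromosome 1 had a median of 0.54 at 1000 cells and 0.49 at 100 cells over 499 genes with a mean of at least 10 cpm. Chromosome 8 had −0.25 and −0.21 over 473 genes, and the Y chromosome −1.83 and −1.54 over 5 genes. The other 18 chromosomes lay between −0.06 and 0.10 at 1000 cells and between −0.09 and 0.07 at 100 cells. Replicates of the same group differed by −0.06 to 0.04 on these chromosomes, and by up to 0.19 on the Y chromosome. Including genes with a mean of at least 1 cpm moved chromosome 1 most, to 0.45 and 0.43. Among genes with a mean of at least 10 cpm, and not over the full lists of DEGs, chromosome 1 held 6% of genes but 15.5% of the DEGs higher in KO at 1000 cells and 19.3% of those at 100 cells. Among the same genes, chromosome 8 held 5.7% of genes and 10.8% and 10.3% of the DEGs lower in KO.

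**Figure D3:**
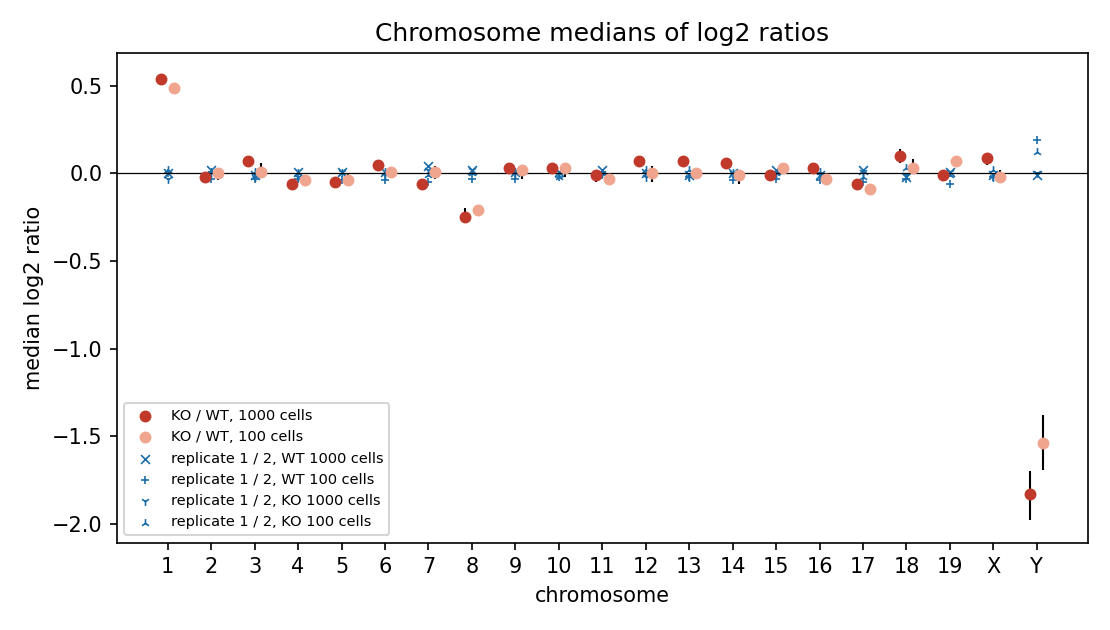
Median log2 ratio per chromosome for labelled KO over labelled WT at 1000 and 100 cells (circles; vertical lines span the medians of the single KO to WT library ratios) and for replicate 1 over 2 in each group (crosses and ticks). Chromosome 1 lies above 0 and chromosomes 8 and Y lie below 0 at both inputs.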

Values the study reported

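The study reported Spearman's coefficients of 0.94–0.99 among its low-input libraries. It listed 2623 DEGs in common between the SMARTer libraries of 100 cells, those of 1000 cells and a standard-input TruSeq preparation. These made up 40, 37 and 23% of the DEGs of the respective preparations. Ribosomal RNA took 7–9% of the reads of the SMARTer libraries.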

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

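Except for thinning as a test of the brain transcripts, the tests in this part were chosen only after the result they concern had been seen, and the brain lists were written after these transcripts had been seen.

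The KO/WT ratio differed between inputs, by the test of the interaction term, for 2745 genes and for 21 of the 54 named genes that were examined, 10 with a positive and 11 with a negative value. A positive value means that the ratio was higher at 100 cells. Positive log2 values were found for *Mbp* (5.59), *Snap25* (4.56), *Gm10801* (3.89), *Gm26870* (3.02), *Gm10800* (2.93), *Kdm5d* (2.77), *Jun* (2.16), *Psap* (1.11), *Pou5f1* (0.90) and *Mael* (0.74). Negative values were found for *Rhox5* (−2.00), *Nxf3* (−1.92), *Cnpy4* (−1.72), *Zp3* (−0.83), *Esrrb* (−0.66), *Tfcp2l1* (−0.64), *Dazl* (−0.64), *Klhl13* (−0.60), *Nanog* (−0.50), *A2m* (−0.49) and *Ostc* (−0.48). *Gm10800*, *Gm10801* and *Gm26870* share sequence with each other and with other genes, exons of *Klhl13* and *Tfcp2l1* overlap those of another gene, and genes on the opposite strand overlap *Pou5f1* and *Jun*, so these 7 values are uncertain. Genes at the extremes of the interaction were named because of its size, which raises their values.

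*Mbp* and *Snap25*, whose interactions were the largest of those given, are abundant in brain, which led to a test of marker lists. In both KO libraries of 100 cells, the cpm of 38 of 44 genes (86.4%) of the neuron, oligodendrocyte, astrocyte and brain region lists lay above all other 6 libraries. The share was 15.6% of all genes with counts and 20.6% of tested genes, where chance gives 3.6%. The lists alone gave 11 of 14 neuron, 10 of 10 oligodendrocyte, 7 of 10 astrocyte and 10 of 10 brain region genes. Lists of other tissues gave 2 of 7 genes with counts for liver (with *Ttr*, which is also in the brain region list), 0 of 10 for heart and muscle, 0 of 9 for testis, 1 of 8 for kidney, 0 of 8 for lung, 1 of 6 for pancreas, 4 of 9 for blood and immune cells and 4 of 10 for fibroblasts, of which liver, blood and fibroblasts exceed the share of tested genes. The naive and primed pluripotency lists gave 4 of 10 and 3 of 9, also above that share. Of the 44 brain genes, 22 had over 1 cpm on average in the other 6 libraries, and 2 were also in another list. Abundant ones, given as counts or as cpm of the total count without TMM, were *Mbp* with 1416 and 1360 counts against 15 to 34 counts, *Snap25* at 78.2 against 2.15 cpm, *Sparcl1* at 32.8 against 0.305 cpm and *Slc1a2* at 25.5 against 0.251 cpm. *Ttr* had 141 and 143 counts against 0 in each of the other 6.

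A difference in library size is argued against, since 34 of the 44 brain genes lay above the other 6 libraries after thinning to 1 total. GC content and length do not account for the brain genes either, because 21 of the 41 tested passed the interaction threshold with offsets and 23 without. Neural differentiation of the cultured cells would raise progenitor genes, and 2 of 10 genes of the neural progenitor list rose, near the share of all tested genes. A candidate explanation is that RNA or library molecules from brain tissue entered both KO libraries of 100 cells, for which the 86.4% is the value it needs. The blood share rests on few counts (6 and 9 for *Hba-a1* and 8 and 12 for *Hbb-bs*), and blood in brain tissue was not tested apart. The source of such RNA, and whether it entered at the bench or in sequencing, were not tested. The number of genes recovered in KO at 100 cells (103% of that at 1000 cells) may include genes detected from such RNA. The KO/WT calls at 100 cells, with *Snap25* among them, may include genes raised by it. The overlap and correlation of KO/WT ratios between inputs may be affected as well. Genotype cannot be excluded as a biological cause for single brain genes, since both libraries carry the KO label, but at 1000 cells 8 of the 41 tested brain genes were called higher and 7 lower in KO, against 34 higher and 2 lower at 100 cells.

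Input changed far more genes in KO (8753 DEGs) than in WT (139), and the interaction count of 2745 expresses the same difference. Brain RNA would raise genes and lower the rest by a small common factor, but 391 genes had an interaction that was negative by more than 1 on the log2 scale, so it may account for part of the rises and not for the falls. With GC content and length trends removed by offsets, 2669 genes had an interaction call, of which 2205 were among the 2745. After thinning, 2175 genes did, of which 2032 were among them. This argues against both as the whole cause. The wider spread between the WT libraries of 100 cells lowers the WT count, but with 1 spread for all 8 libraries 676 genes were called in WT and 6075 in KO. KO libraries of 100 cells made from cells without the chromosome 1 shift are argued against, since that chromosome had a median log2 ratio of 0.49 at 100 cells. Other KO clones at 100 than at 1000 cells stay open, as clones may share the shift: chromosome 1 had a median of −0.03 for replicate 1 over 2 in KO at 1000 cells. Such a difference of clones, a batch shared by the KO libraries of 100 cells and a response of KO cells to input, which is the biological explanation, cannot be told apart, because that group was measured once. The mean chi-square between its libraries (1.99) was the lowest of the 4 groups and does not decide between them, since close replicates are found with and without a batch.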

How the results depend on the processing

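Offsets for GC content and length, the block with crossed replicate numbers, and the comparison of GC content and length within KO or within WT libraries at another threshold were chosen after the data had been seen. Of 155 values of the main results under alternatives, 96 were taken as unchanged, by rules that differ between results. A count of genes had to stay within 1.5 times. Correlations, detection and chromosome medians had to stay within a spread between libraries. *Zbtb24* had to keep its sign and call. Shares of variance were always taken as moved, and GC and length values were unless equal. The 96 therefore does not measure stability on 1 scale. A further 24 only count called genes that kept their sign when a replicate was left out, which could hardly come out otherwise and says nothing about stability. Of 1254 values of named genes and of the share of the highest genes, 1192 kept their direction and call. The share of counts in the 10 highest genes was lower than that in the 100 highest by construction. *Zbtb24* was past the threshold and higher in the libraries labelled KO under every alternative run, with log2 ratios from 1.26 to 1.40 at 1000 cells and from 0.88 to 0.95 at 100 cells. No scaling moved the median of all tested genes by more than 0.1. Where no cause is stated for a change given here, the cause was not tested.

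A log2 ratio above 1 in size, which is a stricter rule by construction, lowered the KO/WT counts to 1634 at 1000 cells and 2696 at 100 cells, the input counts to 454 over both genotypes, 29 in WT and 2717 in KO, and the interaction count to 1177. Without a filter beyond 1 count, the input count over both genotypes was 3109 and that in WT 463. DESeq2 gave 4760 KO/WT DEGs at 1000 cells and 4162 at 100 cells, 1935 interaction calls, 212 input DEGs in WT and 5641 in KO, and 1958 genes shared between the KO/WT lists. With 1 fit of all 8 libraries the KO/WT counts were 5193 at 1000 cells and 7333 at 100 cells, so which input gave more DEGs depends on the fit. For WT, the count was 79 with library size alone, 24 after thinning (fewer counts) and 676 with 1 spread for all 8 libraries. GC and length offsets gave 859 over both genotypes and 43 in WT. Scaling by library size alone shifted the KO/WT calls at 1000 cells from 50.4% to 39.3% higher.

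Treating the replicate number as a block gave 52 input DEGs over both genotypes and 285 in WT, and a block with crossed numbers gave 512 in WT. Replicate ratios did not correlate between inputs under the labelled pairing (−0.12 in WT and −0.04 in KO), and the crossed block was run for WT only. Between genotypes at the same input, the replicate ratios of the same numbers had correlations across genes of 0.15 at 1000 cells and 0.17 at 100 cells, and the replicate block called 7426 and 6433 KO/WT DEGs. Over the 8 fits that each left out 1 replicate, the input count over both genotypes ranged from 349 (without replicate 2 of KO at 1000 cells) to 3706 (without replicate 1 of WT at 100 cells). Fits that left 1 library in an arm gave no calls. There, from 6969 to 6979 of the 6979 KO/WT DEGs at 1000 cells kept their sign, 5756 of 5756 at 100 cells, 139 of 139 input DEGs in WT and from 8750 to 8753 of 8753 in KO. For the interaction, 2744 to 2745 of 2745 kept their sign.

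The correlation of KO/WT ratios between inputs (0.513) was 0.578 under DESeq2, 0.592 for genes with 10 counts in every library, 0.529 after thinning, 0.533 with offsets, 0.829 for genes called at both inputs, 0.408 for all tested genes and 0.615 for called genes with a mean of at least 10 cpm. With 1 replicate number left out, no fit was made. Log2 cpm ratios of the single libraries left gave 0.501 and 0.506 across the same called genes, where those of both replicates gave 0.534. Keeping genes with 1 count moved the lowest and highest correlation between libraries to 0.909 and 0.970. The first component held 55.1% of variance without scaling, 41.0% for genes with 10 counts in every library and 40.3% with a pseudocount of 0.1, and under all 3 the order of WT, KO at 1000 and KO at 100 cells was the same. Genes recovered at 100 cells as a share of 1000 cells were 94.6% in WT and 98.4% in KO for 1 count, 102% in KO for more than 50 counts, and 95% in WT without thinning, where depth differs.

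The GC difference was 11.5 points and the length ratio reversed to 0.688 for all genes with an adjusted p of at most 0.05. They were 6.7 points and 1.31 within KO libraries, and 12.6 points and 0.546 within WT libraries at an adjusted p of at most 0.05, so no direction in length is claimed and the size of the GC difference depends on the libraries used. The chromosome 1 median was 0.45 at a mean of 1 cpm, 0.46 with library size alone and 0.49 with offsets at 1000 cells, and 0.43, 0.44 and 0.45 at 100 cells. For chromosome 8 it was −0.33 with library size alone and −0.22 with offsets at 1000 cells, and −0.12 at a mean of 1 cpm and −0.27 with library size alone at 100 cells. Their direction was the same in each.

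Of the named genes, 8 values in 5 genes reversed, none of them called at that input. *Rnf169* was −0.04 with library size alone and −0.02 after thinning, *Taf7l* −0.04 with library size alone and −0.06 with offsets, and *Hspa1b* 0.08 after thinning and 0.16 with offsets, all at 1000 cells. With offsets at 100 cells, *Hspa1a* was −0.13 and *Hsp90aa1* −0.04. A further 40 values became weaker and 10 stronger. The WT calls of *Psap* and of the 3 named genes that were lower at 100 cells were lost with library size alone, after thinning and with offsets.

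At the thresholds of the report, WT libraries alone gave no GC or length value, because 0 genes were higher at 100 cells (2054 genes had an unadjusted p below 0.05 in WT). The overlap of the KO/WT lists was not recomputed with a replicate left out, since no KO/WT calls were made in such fits. With 2 replicates and a spread of 16.3% between WT libraries of 100 cells, small differences in that group are not detectable at this depth.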

Other observations

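The tests in this part were chosen only after the result they concern had been seen, except for the naive and primed lists and the splits of the libraries. The GC and length offsets were also added after the data had been seen.

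*Zbtb24* counts were higher in all libraries labelled KO. Swapped labels would place the genes linked to ZBTB24 higher in the libraries labelled KO, and their median log2 ratio at 1000 cells was −1.27. Extra copies of chromosome 10 would raise its median, which was 0.03. With GC and length offsets the *Zbtb24* ratio was 1.40. The article describes the KO and WT clones by their lox alleles and does not state which part of the gene is lost in KO. Whether a deletion there leaves most of the transcript counted stays open. The ratio of 1.37 at 1000 cells cannot decide, because only counts per exon would show the missing part. Such a deletion could leave the gene-level count high, and a response of the locus to loss of the protein was not tested.

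Genes of chromosome 1 were higher in the libraries labelled KO at both inputs. At 1000 cells 20 of 20 bins of 10 Mb had a median above that of all genes, from 0.03 to 0.75, and 88.8% of its genes were shifted. At 100 cells 18 of 20 bins did, with medians from −0.02 to 0.68. Bins of autosomes other than 1 and 8 ranged from −0.32 to 0.47 at 1000 cells and from −0.39 to 0.41 at 100 cells. GC and length offsets left a median of 0.49. Effects on single genes are argued against, as 0 of 10000 random lists with matched expression had a median as high. A candidate explanation is extra copies of chromosome 1 in the KO cells, as the 20 bins would show, since 3 copies against 2 give 0.58. A response of many chromosome 1 genes to the genotype was not tested apart from this. The calls on chromosome 1 may thus include genes that follow its copy number. It held 15.5% of the DEGs higher in KO at 1000 cells among genes with a mean of at least 10 cpm.

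Genes of chromosome 8 were lower in the libraries labelled KO. The first 60 Mb, a limit read from the bins at 1000 cells, had a median of −0.53 over 140 genes at 1000 cells, with 93.6% below 0. In the libraries of 100 cells, which were not used to set the limit, the same part had −0.58. The rest of the chromosome had −0.09 at 1000 cells and −0.04 at 100 cells over 333 genes, which argues against a copy number difference of the whole chromosome. GC and length offsets left a median of −0.22. A copy number difference of the first 60 Mb may explain the shift. *Zfp42* lies in this part (43295063 to 43306980), so its calls may follow such a difference, although its ratios (−0.26 and −0.36) were smaller in size. The same cells may have been used at both inputs, so the agreement between inputs does not make the shift independent of the clones.

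Genes of the Y chromosome were lower in the libraries labelled KO, and GC and length offsets left a median of −1.95 at 1000 cells. Loss of the Y chromosome in part of the KO cells could lower all its genes by a similar factor. *Ddx3y*, *Eif2s3y* and *Uty* were lower at both inputs, whereas *Kdm5d* was at 0.49 at 100 cells, where it had 19 to 38 counts per library. Of other genes on the Y chromosome, chosen after their values were seen, *Zfy1* had −4.46 (SE 0.40) and −2.18 (SE 0.42) at 1000 and 100 cells, *Gm37158* −1.84 and −1.14, and *Gm47283*, from 90784738 to 90816464, was higher in KO (2.1 and 1.33). Whether *Gm47283* is also present on the X chromosome was not examined, so its rise is not used against a loss of the Y chromosome. The factors of the other genes differ, which argues against 1 common factor for all of them. Of these, *Zfy1* had only 5 and 2 counts in KO at 1000 cells. Loss in part of the cells, with further effects on single genes, and a change in the regulation of Y-linked genes cannot be told apart, because such effects would hide a common factor among so few genes.

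Genes chosen after their values were seen included 3 DNA methyltransferase genes. *Dnmt3a* had log2 ratios of −1.01 and −1.06 at 1000 and 100 cells, *Dnmt3b* −2.17 and −1.34, and *Dnmt3l* −1.41 and −1.35, and all were called at both inputs by edgeR quasi-likelihood with Benjamini-Hochberg correction. *Dnmt1* had −0.15 and 0.36. A shift of the KO cells toward the naive state would lower the primed list and raise the naive list at both inputs. The primed list had a median of −0.23 and the naive list 0.22 at 1000 cells, but 0.06 and 0.04 at 100 cells. The 2 inputs do not give the same answer, so the shift and a direct effect on these genes cannot be told apart. The medians at 100 cells rest on the KO libraries that held brain transcripts. There, 3 of 9 primed and 4 of 10 naive genes lay above all other 6 libraries. Whether brain RNA moved these medians was not tested, so the difference between inputs may be due to it. *Meg3* had −1.91 at 1000 cells and 0.67 at 100 cells (interaction 2.62), while its neighbour *Rian* had −1.29 and −1.62, and no explanation was tested for this.

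Input DEGs over both genotypes (1761) were compared with other splits of the 8 libraries into 4 and 4. Of 35 splits, 2 gave as many DEGs, the real one and the split by genotype (4138 DEGs). The split by genotype follows a group of the design and not a technical batch, and its fit had no genotype covariate, so its count is not of the same kind. Of the 34 splits fitted with the covariate, 1 gave as many, the real one, and the highest of the others gave 288. These other splits leave real differences of input in the residual spread, which lowers their counts, so the comparison of splits does not decide whether the 1761 exceed what chance gives.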
